A study of Mus musculus with 6 samples. Its data were reported in "Inhibition of fatty acid oxidation enables heart regeneration in adult mice" (2023).

How the data were processed

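RNA was sequenced from isolated adult mouse cardiomyocytes, the contractile cells of the heart muscle, in 6 libraries. 3 libraries came from mice labelled as controls (Ctrl) and 3 from mice in which the carnitine palmitoyltransferase gene Cpt1b was inactivated in cardiomyocytes by tamoxifen (Cpt1biKO). Per the labels both groups received tamoxifen at 75 mg per kg body weight on 10 days and were sampled about 4 weeks later at an age of 13 to 15 weeks. Libraries were assigned to groups from their titles.

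The authors trimmed the reads, aligned them to the mouse genome GRCm38 with STAR and counted them per gene with featureCounts. Reads that touched an exon were admitted, and reads that overlapped several genes or aligned in several places were left out. Reads are therefore summed over a whole gene, and the floxed exons of Cpt1b cannot be separated from its other exons. Near-identical gene copies lose reads under this rule. The authors then normalized the counts with DESeq2.

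The deposited values per library are a score rather than raw counts: gene counts divided by a factor per library and rounded to whole numbers by the authors. This was read from the values. The mean of a group's 3 columns was 0.966 of the authors' base mean in the Ctrl group and 0.966 in the Cpt1biKO group (medians over 6000 genes above 50 in every library). The authors' deposited table also gives a log2 fold change per gene, and a p-value and an adjusted p-value rounded to 2 decimals. That rounding leaves only a range for the number of genes under a threshold. The rule by which rows entered the table is not stated.

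The table held 13800 genes. 13781 gene identifiers were found in GENCODE release M21, all 13781 on the same chromosome and 9798 with the same start and end, so the build is GRCm38 and the annotation release differs. Coordinates are those in the authors' table. Genes on a list that had no row are not analysed here, and those with a mean value under 10 entered only the fit without a filter on low values.

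The planned test was a count model, which needs raw counts. Because the values are normalized and rounded, limma 3.58.1 (R 4.3.3) was used instead on log2(value + 1), for genes with a mean value of at least 10, with the group as the sole term and Benjamini-Hochberg adjustment over the 11286 genes tested, two-sided. All fold changes are on this log2(value + 1) scale, which understates changes of low genes. Variances were moderated with an intensity trend and robust estimation. The test, the pseudocount and the minimum mean were written down before the data were examined. The form of the moderation was not: it was settled when the numbers of genes called with and without the trend and robust estimation had both been seen, and it was taken from the planned count model, which was trended and robust. The form chosen calls 230 genes and plain moderation calls 58, and for the named genes called the outcome under both is given.

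Lists of genes were written before the data were examined, from the study's text and general knowledge. That text already reports RNA-seq changes in Cpt1biKO cardiomyocytes for fatty acid, cell cycle, maturation and dedifferentiation genes. Tests of those lists may therefore not be independent of the study's own finding. 7 lists were tested as sets with camera (inter-gene correlation 0.01), adjusted over the 7 lists: maturation and contraction, dedifferentiation, cell cycle, fatty acid use, Krebs cycle, branched chain amino acid catabolism and glucose use. HIF1 and apoptosis genes and H3K4 methylation enzymes were read gene by gene. Marker lists for fibroblasts, endothelial cells, macrophages, mural cells, erythroid cells, atrial tissue, sex, and the transgene and substrain served as checks. Genes are named by a rule fixed beforehand: Cpt1b and Cpt1a, list members with an adjusted p under 0.05, list members the study names, and the 6 largest risers and 6 largest fallers among genes with an adjusted p under 0.05, a mean of at least 4 log2 CPM (counts scaled to equal column totals), groups that did not overlap, and a symbol other than a predicted gene's.

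The depth is known in part. Column totals were 12325824, 15625938 and 15309301 normalized counts in Ctrl replicates 1 to 3 and 15211767, 22738481 and 16333883 in Cpt1biKO replicates 1 to 3. Division and rounding leave a regular spacing among low values, and the factor that best explained it was 1.142 in Ctrl replicate 2, 1.54 in Ctrl replicate 3, and 0.97, 0.85 and 0.88 in Cpt1biKO replicates 1 to 3. These factors imply about 17900000, 23500000, 14700000, 19300000 and 14400000 assigned reads. In Cpt1biKO replicate 1 a factor of 1.93 fitted nearly as well, with a log-likelihood 12.5 lower, so its number of reads is less certain. For Ctrl replicate 1 the spacing did not settle the factor: 1.99 fitted best, with a log-likelihood gain over a factor of 1 of 15.3, against gains of 151.5 to 1033.7 in the other libraries. Its number of reads is left open. The rounded values did not give back whole reads, so no count test was run.

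The scripts were tested on simulated data made from the means of the 11286 genes, with 200 genes changed, in 3 simulations per setting and 2 settings for the dispersion between replicates. The first drew each gene's own estimate from the 6 libraries, shuffled over genes. At a log2 change of 1 it recovered 32% of the changed genes, with 4% of the calls false, and plain moderation recovered 0%. At a log2 change of 2 it recovered 80.7% under both forms, with 6.7% of the calls of the chosen form false, and at 0.5 it recovered 0%. The second, made after the result of the first had been seen, followed the mean with a scatter of 10 degrees of freedom. At a log2 change of 1, 62.8% of the changed genes were recovered and 5.3% of the calls were false; plain moderation recovered 0%. At a log2 change of 2, 93% were recovered and plain moderation recovered 89.8%. At a log2 change of 0.5, 1.7% were recovered and 16.7% of the few calls were false. Which setting lies nearer the real libraries was not tested. Among 39 random lists with no change planted, 1 had a camera p under 0.05 in the first setting (not shuffled here) and 0 in the second. Genes were drawn independently of each other, so these lists could not check camera where the genes of a list are correlated.

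Alternatives planned beforehand were other scalings, other filters, a pseudocount of 0.1, the replicate number as a block, leaving out mitochondrial and ribosomal RNA genes, and leaving out each library in turn; for the lists also fry, an estimated correlation and a minimum expression. Other moderation, a term for non-myocyte markers and removal of trends on length and GC content were added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used.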

Results

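The transcriptomes of isolated adult cardiomyocytes were compared between 3 Ctrl and 3 Cpt1biKO libraries, about 4 weeks after tamoxifen. The comparison asks how loss of Cpt1b, which loads long-chain fatty acids for import into mitochondria, alters gene expression in mature cardiomyocytes. Column totals ran from 12325824 to 22738481 normalized counts. Mitochondrially encoded transcripts made up 68.2%, 74.1% and 72.2% of the total in Ctrl replicates 1 to 3 and 71.4%, 81.6% and 75.4% in Cpt1biKO replicates 1 to 3, and mt-Rnr2 alone made up 51.9% to 65.8%. The remaining genes summed to between 3919842 and 4353164 normalized counts. No pair of libraries was a duplicate, since at most 4.5% of the genes had identical values in any pair.

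Cpt1b (ENSMUSG00000078937, GRCm38 chromosome 15, 89416405 to 89425863) was reported first as a check of the labels. Its normalized counts were 1744, 2028 and 2162 in the Ctrl libraries and 411, 581 and 448 in the Cpt1biKO libraries, a mean of 1978 ± 213 (SD, n = 3) against 480 ± 89.4 (SD, n = 3). The log2 fold change was -2.05 (SE 0.14, limma adjusted p 1.3e-04), and under plain moderation the adjusted p was 0.0173. Cpt1a, which the study describes as the ubiquitously expressed isoform, had 408 ± 85.1 (SD, n = 3) normalized counts in Ctrl and 566 ± 37.8 (SD, n = 3) in Cpt1biKO. Its log2 fold change of 0.49 (SE 0.15) had a limma adjusted p of 0.13 and did not pass the threshold.

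Reads assigned to Esr1 (ENSMUSG00000019768, chromosome 10, 4611989 to 5005614), the estrogen receptor gene whose ligand-binding part is contained in the MerCreMer fusion, separated the groups. Esr1 was listed at 2, 4 and 3 normalized counts in the Ctrl libraries and at 5229, 5457 and 5713 in the Cpt1biKO libraries (limma adjusted p 7.5e-11). A1cf (ENSMUSG00000052595, chromosome 19, 31868764 to 31948573) was listed at 0 in all 3 Ctrl libraries and at 31, 9 and 26 in the Cpt1biKO libraries (limma adjusted p 0.00699). Both passed under plain moderation. Both genes were on the list of transgene and substrain checks written beforehand. In these libraries the high Esr1 signal and the low Cpt1b signal occurred together, so the comparison is between libraries that differ in both.

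**Figure D1:**
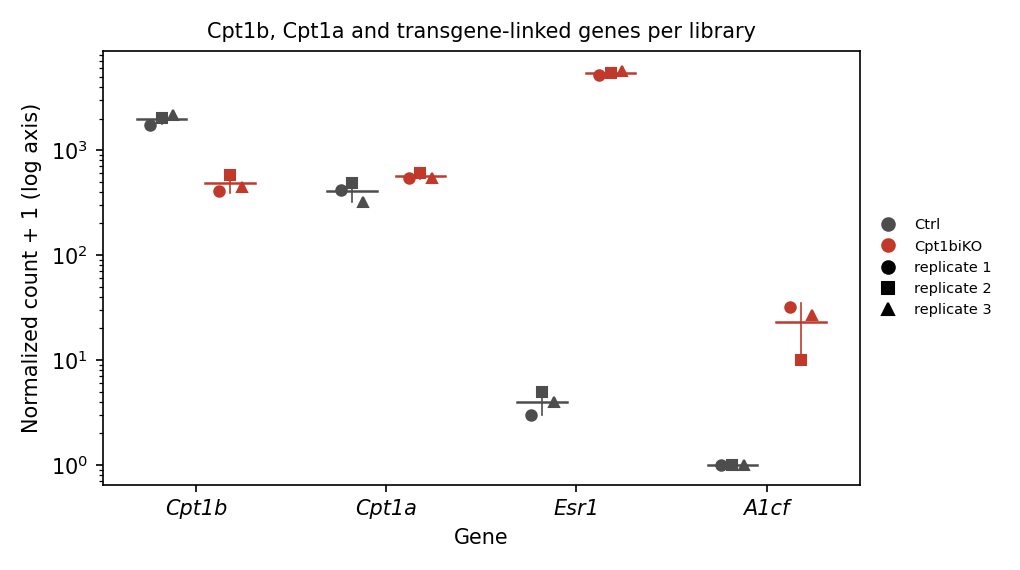
Normalized count plus 1 on a log axis for 4 genes, with a point per library, the group mean as a horizontal line and the SD as a vertical line (n = 3 per group). Cpt1b is lower in all 3 Cpt1biKO libraries, and Esr1 and A1cf are near or at 0 in all 3 Ctrl libraries.

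Across the 11286 genes tested, 230 had a limma adjusted p under 0.05, 94 higher and 136 lower in Cpt1biKO. This count rested on how variances were moderated: plain moderation called 58 genes, 15 higher and 43 lower, of which 53 were also among the 230. It also changed when 1 library was left out, with 58 genes called without Ctrl replicate 2 and 407 without Cpt1biKO replicate 1. At an unadjusted p under 0.05 there were 1831 genes, 919 higher and 912 lower, where 564 are expected by chance, and plain moderation gave 1718. The groups did not overlap for all 230 genes called and for 21.2% of the genes tested, where chance gives 10%. In the authors' deposited table, 315 genes had an adjusted p rounded to 0.04 or less, and 216 of these were among the 230. The authors' deposited table had 1360 genes with an unadjusted p rounded to 0.04 or less and 1497 at 0.05 or less.

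The 6 largest rises under the naming rule were in Esr1, Pdk4, Ccdc93, Acot2, Fnip2 and Nabp1. Pdk4 (ENSMUSG00000019577, chromosome 6, 5483351 to 5496309), a kinase that inhibits pyruvate dehydrogenase, rose from 6440 ± 2430 to 21272 ± 1906 normalized counts (SD, n = 3 each), a log2 fold change of 1.79 (SE 0.25, limma adjusted p 0.0141). The log2 fold changes of Ccdc93, Acot2 and Fnip2 were 1.46, 1.40 and 1.15. Nabp1 had means of 397 normalized counts in Ctrl and 873 in Cpt1biKO. The 6 largest falls were in Cpt1b, Arhgap20, Epha4, Chrm2, Tfpi and Tmtc1. Chrm2 (ENSMUSG00000045613, chromosome 6, 36388084 to 36528414), a muscarinic acetylcholine receptor, fell from 2083 ± 168 to 872 ± 54.2 normalized counts (SD, n = 3 each), a log2 fold change of -1.25 (SE 0.11, limma adjusted p 7.8e-04). The log2 fold changes of Arhgap20, Epha4, Tfpi and Tmtc1 were -1.51, -1.38, -1.16 and -1.10. Under plain moderation Esr1, Acot2, Fnip2, Cpt1b, Arhgap20 and Chrm2 passed the adjusted threshold, and Pdk4, Ccdc93, Nabp1, Epha4, Tfpi and Tmtc1 did not.

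Genes of fatty acid use were compared because the study examined how metabolism adjusts. The study reported a rise of such genes from its RNA-seq of both mutant lines, so a rise of this list may not be independent evidence. All 40 members were tested, 34 higher and 6 lower, with a median log2 fold change of 0.45. 12 had an adjusted p under 0.05, all higher, and 26 passed when adjusted over the list alone. The number called changed when 1 library was left out, with 1 called without Ctrl replicate 2 and 17 without Cpt1biKO replicate 1. The list median stayed between 0.38 and 0.50 in these fits. The 12 were Acot2, Acot1, Angptl4, Ucp3, Eci1, Plin5, Mlycd, Slc25a20, Decr1, Acadvl, Acadl and Acaa2, with log2 fold changes from 0.47 in Acaa2 to 1.84 in Angptl4. Under plain moderation Acot1 and Acot2 alone of these passed. Acot1 and Acot2 are close paralogs, and reads that aligned to both were left out. Lpl, which the study names, had a log2 fold change of -0.15 (limma adjusted p 0.569). As a set the list had a camera adjusted p of 3.2e-12, a fry adjusted p of 0.014, and 0.252 when camera estimated the correlation between genes.

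Of the 20 genes on the Krebs cycle list, 19 were higher (median log2 fold change 0.14, camera adjusted p 0.00577). Idh1 alone passed over all genes, with a log2 fold change of 0.72 (limma adjusted p 0.0318), and 1 gene passed when adjusted over the list alone. Idh1 encodes the cytosolic isocitrate dehydrogenase rather than an enzyme of the mitochondrial cycle, so its call does not show a change of the cycle itself. Idh2, Idh3a and Ogdh had log2 fold changes of 0.16, 0.32 and 0.15 and did not pass. Of the 34 genes of glucose use, 22 were higher (median 0.09, camera adjusted p 0.0447). Pdk4 and Pfkfb2 passed, Pfkfb2 with a log2 fold change of 0.91 (limma adjusted p 0.0264), and 3 genes passed when adjusted over the list alone. Slc2a4, Pdha1, Acss1 and Acss2 had log2 fold changes of 0.07, 0.19, 0.03 and -0.01, none past the threshold. Of 21 tested genes of branched chain amino acid catabolism, 12 were higher (median 0.08, camera adjusted p 0.92). Ppm1k passed, with a log2 fold change of -0.80 (limma adjusted p 0.0439), and 1 gene passed when adjusted over the list alone. Idh1, Pfkfb2, Pdk4 and Ppm1k did not pass under plain moderation. Of these camera calls, those of the Krebs cycle and glucose lists did not hold under fry (0.234 and 0.267) or an estimated correlation (0.638 each).

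Of 36 genes of maturation and contraction, 25 were lower and 11 higher, with a median log2 fold change of -0.15 (camera adjusted p 0.00577). This call did not hold under fry (0.234) or an estimated correlation (0.638). 3 genes passed over all genes, Cacnb2, Cacna2d1 and Mylk3, with log2 fold changes of -0.63, -0.52 and -0.46 and limma adjusted p of 0.0284, 0.0359 and 0.0418. None of the 3 passed under plain moderation, and 5 genes passed when adjusted over the list alone. Among other members that the study names, Cacna1g had a log2 fold change of -1.13 (limma adjusted p 0.0505), and Myocd, Ldha, Pln, Cacna1c, Ryr2 and Slc8a1 had -0.60, -0.38, -0.37, -0.36, -0.34 and -0.33. Atp2a2 and Tnni3 had -0.19 and -0.14. Whether Cacna1g passed depended on the processing. Its limma adjusted p was 0.0444 with upper quartile scaling, 0.0484 without a filter on low values and 0.0277 with the non-myocyte term. It was 0.0514 with median ratio scaling, 0.0659 with the replicate block and 0.111 under plain moderation.

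**Figure D2:**
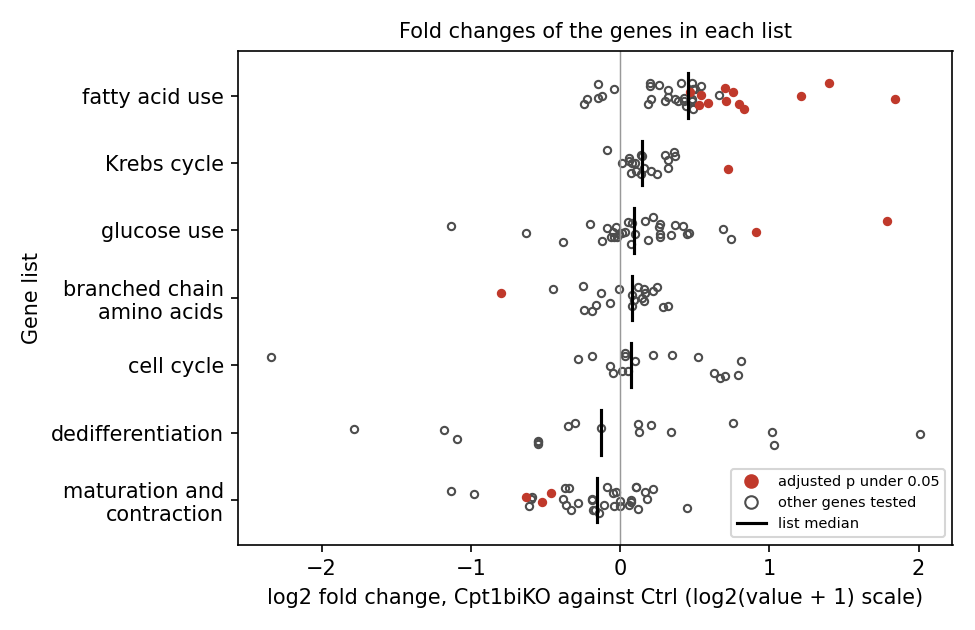
log2 fold change of each tested gene (points, filled where the adjusted p is under 0.05) in 7 lists, with the list median as a black line. The median of the fatty acid use list is at 0.45, and those of the other 6 lists lie between -0.15 and 0.14.

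Of 20 dedifferentiation markers, 17 were tested, 8 higher and 9 lower, with a median log2 fold change of -0.13 (camera adjusted p 0.813). 0 passed over all genes, 3 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. Acta1 was listed at 1003, 445 and 3337 normalized counts in the Ctrl libraries and at 5254, 4011 and 4644 in the Cpt1biKO libraries. Its log2 fold change of 2.01 (SE 0.79) had a limma adjusted p of 0.325. Ctrl replicate 3 was also the highest Ctrl library for Nppa, with 253 normalized counts against 62 and 70, and for Nppb, with 795 against 331 and 470. Nppa had a log2 fold change of 1.03 (limma adjusted p 0.507) and Nppb of 1.02 (limma adjusted p 0.159). In the authors' deposited table the adjusted p was 0.43 for Acta1, 0.78 for Nppa and 0.01 for Nppb, with a log2 fold change of 0.93 for Nppb. Without Ctrl replicate 3 the log2 fold changes of Acta1, Nppa and Nppb were 2.78, 1.67 and 1.35, with limma adjusted p of 0.0322, 0.0656 and 0.00872. Myh7 had a log2 fold change of -0.55 (limma adjusted p 0.726).

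Of 45 cell cycle genes, 18 had a mean value of at least 10 and were tested, and the other 27 did not enter this test. 13 were higher and 5 lower, with a median log2 fold change of 0.07 (camera adjusted p 0.171). 0 passed over all genes, 4 had an unadjusted p under 0.05, and 4 passed when adjusted over the list alone. Without a filter on low values 26 members were tested, with a median of 0.16 and a camera adjusted p of 0.0116, so whether the list passed depended on the filter.

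The 5 HIF1 and apoptosis genes were read one by one. Bcl2 rose from 63.7 ± 6.35 to 186 ± 29.7 normalized counts (SD, n = 3 each), a log2 fold change of 1.52 (limma adjusted p 0.00179). Hif1a had a log2 fold change of 0.68 (limma adjusted p 0.0168) and Bcl2l11 of -1.12 (limma adjusted p 0.0146). Bnip3 and Egln3 had log2 fold changes of -0.60 and -1.29, with limma adjusted p of 0.0679 and 0.0959. So 3 of the 5 passed over all genes and 5 when adjusted over the list alone. The study names these genes, possibly from these same libraries, so the latter may not be independent evidence. Bcl2 alone of the 5 passed under plain moderation.

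**Figure D3:**
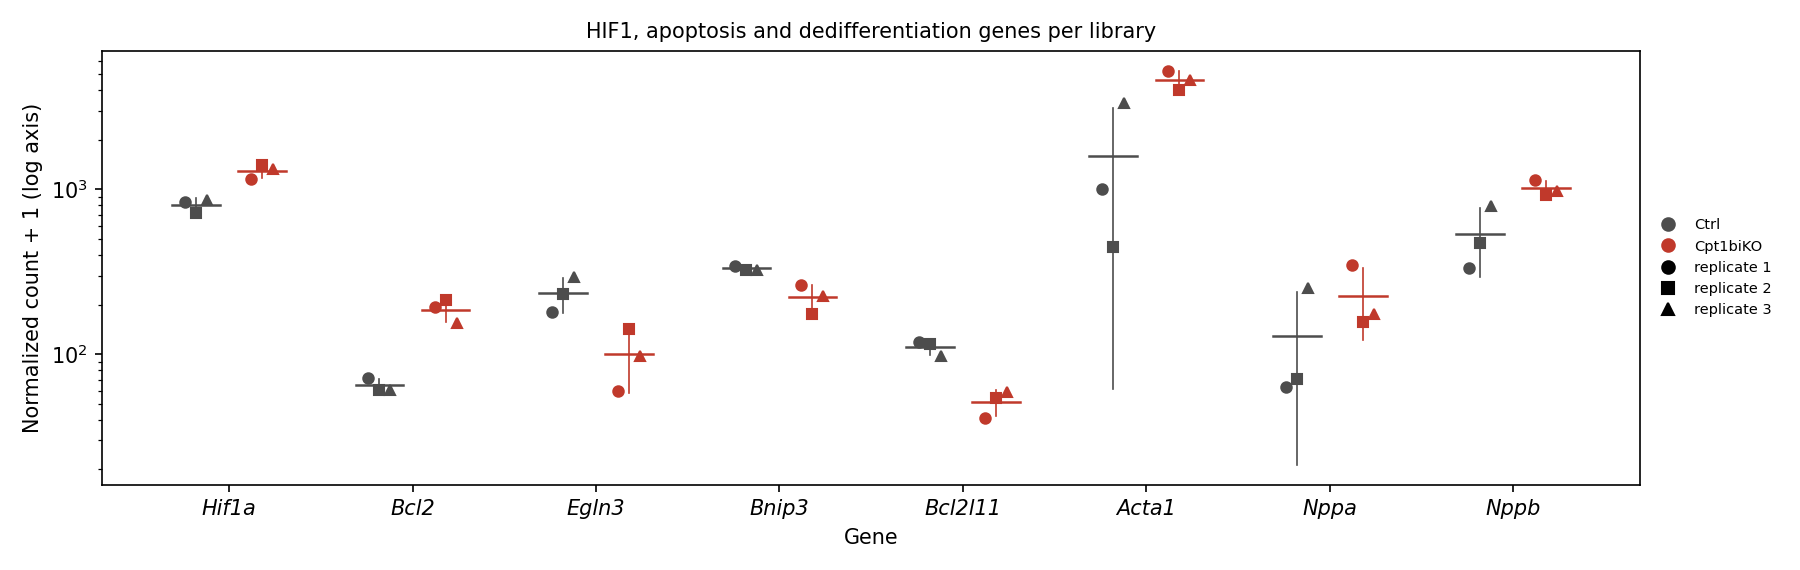
Normalized count plus 1 on a log axis for 5 HIF1 and apoptosis genes and 3 dedifferentiation markers, with a point per library, the group mean as a horizontal line and the SD as a vertical line (n = 3 per group). The groups do not overlap for the first 5 genes, and Ctrl replicate 3 is the highest Ctrl library for Acta1, Nppa and Nppb.

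Of 20 enzymes that write or remove H3K4 methylation, 19 were tested, with log2 fold changes from -0.35 to 0.53. 0 passed over all genes, 0 passed when adjusted over the list alone, and 4 had an unadjusted p under 0.05. Kdm5b had a log2 fold change of -0.35 (limma adjusted p 0.277). Of 3 genes the study used as housekeeping genes with narrow H3K4me3 domains, Dus1l, Snx19 and Lsm6 had log2 fold changes of -0.07, -0.06 and 0.60, and 0 passed over all genes, 1 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone.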

Values the study reported

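The study reported 1,432 genes as differentially expressed in Cpt1biKO cardiomyocytes at an unadjusted P value below 0.05, and 1,513 in mice with embryonic inactivation of the gene.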

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

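The moderation of variances changed more named calls than any other alternative run on all 6 libraries. Plain moderation, added after seeing the data, gave 58 genes with an adjusted p under 0.05 against 230, and 1 of the HIF1 and apoptosis genes against 3. Of the named genes other than Cpt1b, 25 no longer passed under it. The trend without robust estimation gave 213 genes. The main moderation was settled with both counts in view, so calls that pass under it alone are best read as depending on that choice. The cause was not tested on the real libraries; in the simulated data, plain moderation recovered 0% of genes at a log2 change of 1 in both dispersion settings.

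Leaving out 1 library at a time moved the number of genes with an adjusted p under 0.05 from 58 (without Ctrl replicate 2) to 407 (without Cpt1biKO replicate 1), and the number at an unadjusted p under 0.05 from 1244 to 2111. Fewer libraries lower the count in 5 of the 6 fits, and Cpt1biKO replicate 1 raised it when left out. The HIF1 and apoptosis genes ranged from 1 to 4 and the H3K4 methylation enzymes from 0 to 0. Cpt1b ranged from -2.20 to -1.95 and passed in all 6. The list medians ranged from -0.19 to -0.09 for maturation and contraction, -0.27 to 0.20 for dedifferentiation, 0.05 to 0.22 for the cell cycle, 0.38 to 0.50 for fatty acid use, 0.07 to 0.22 for the Krebs cycle, 0.05 to 0.11 for branched chain amino acid catabolism and 0.05 to 0.17 for glucose use. The fatty acid list passed in all 6 fits as a set, but the number of its members called, 12 in the main fit, ranged from 1 (without Ctrl replicate 2) to 17 (without Cpt1biKO replicate 1), and Acot2 alone of the 12 passed in all 6. The number called ranged from 0 to 4 for maturation and contraction, 0 to 2 for dedifferentiation, 0 to 2 for the cell cycle, 0 to 1 for the Krebs cycle, 0 to 2 for branched chain amino acid catabolism and 0 to 4 for glucose use. The camera call was lost in 1 fit for maturation and contraction, 2 for the Krebs cycle and 3 for glucose use, and the dedifferentiation median changed sign in 3. Myh7 (-0.55 in the main fit) ranged from -1.14 to 0.04 and changed sign only without Cpt1biKO replicate 2. Acss1, Acss2 and Dus1l, which were near 0, changed sign: Acss1 ranged from -0.06 to 0.10, Acss2 from -0.13 to 0.20 and Dus1l from -0.21 to 0.14.

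Scaling by library total, in which mitochondrial transcripts dominate, moved the median of all genes tested to -0.30 from 0.01. It called 472 genes, 4.7% of them higher against 40.9%. The medians of the cell cycle, Krebs cycle, branched chain and glucose lists turned to -0.22, -0.17, -0.23 and -0.22, and Slc2a4, Idh2, Ogdh, Pdha1 and Acss1 to -0.25, -0.15, -0.17, -0.12 and -0.28. These follow the shift of all genes by construction. So do the values of Acss1 under upper quartile scaling (-0.00) and when scaled by the total without mitochondrial and ribosomal RNA genes (-0.01), where the median of all genes tested moved to -0.02 and -0.03. Acss1 was also -0.01 with the term for non-myocyte markers; the cause was not tested.

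The set tests were less stable than their camera p values. With an estimated correlation none of the lists passed: maturation and contraction (-0.15, adjusted p 0.638), fatty acid use (0.45, 0.252), Krebs cycle (0.14, 0.638) and glucose use (0.09, 0.638). Under fry the fatty acid list passed (0.014), and maturation and contraction (-0.15), Krebs cycle (0.14) and glucose use (0.09) did not. The glucose list also failed with a value of at least 10 in every library (0.09), with the replicate block (0.09), with the non-myocyte term (0.05) and with length and GC trends removed (0.07), and the Krebs cycle list with the non-myocyte term (0.08). Both lists also lost the call when scaled by library total (adjusted p 0.0764 each). The fatty acid list had 2 members called when scaled by library total, 7 with the replicate block and 2 under plain moderation. Maturation and contraction, with 3 in the main fit, had 8, 0 and 0 in these, and 6 with the non-myocyte term. The cell cycle list passed without a filter on low values (0.16, adjusted p 0.0116), where 26 of its genes are tested against 18. The dedifferentiation median turned to 0.13 with a value of at least 10 in every library, 0.09 with the non-myocyte term and 0.17 among members with at least 3 log2 CPM. Apart from the stated filters, the cause was not tested.

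The replicate numbers did not pair the libraries, since the correlations of same-numbered deviations were 0.20, -0.03 and -0.18. With the replicate number as a block, 150 genes had an adjusted p under 0.05. Median ratio scaling, a pseudocount of 0.1, no filter and leaving out mitochondrial and ribosomal RNA genes gave 224, 226, 249 and 233 genes. Planned fits with edgeR, DESeq2 and limma-voom were not run because they need counts, and a term for sex was not run because all 6 libraries had Y-linked transcripts.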

Other observations

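The tests on the A1cf region, the transgene against loss of Cpt1b, non-myocyte spread, unspliced RNA, mitochondrial transcripts in general, Arntl, and Ctrl replicate 3 were chosen only after the results were seen. The test on length and GC content was also chosen after the genes called had been seen, though its prediction was written before its own result. The others were written before the result they measure.

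Of the 10 splits of the 6 libraries into groups of 3, 1 (the real one) gave as many genes with an adjusted p under 0.05, and the largest number in another split was 1. For the unadjusted p it was 1 of 10, with 1023 in the next split, and for the HIF1 and apoptosis genes 1 of 10. For the list medians, 1 of 10 splits was as far from 0 for fatty acid use, 1 for branched chain amino acid catabolism, 2 for maturation and contraction, 2 for the Krebs cycle, 5 for glucose use, 6 for dedifferentiation and 8 for the cell cycle. With 10 splits the share cannot go under 0.1.

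Esr1 was at 5229 or more in the Cpt1biKO libraries and at 4 or less in the Ctrl libraries. A candidate explanation is that the MerCreMer transgene was present in the Cpt1biKO mice only, whereas the study describes controls that carry it. The floxed allele and the transgene cannot be told apart as the source of the other changes: 0 libraries had one feature without the other, so effects of the transgene or of Cre activity remain open for every gene reported other than Cpt1b and Esr1. Esr1 alone does not tell transgene-free controls from a mislabelled control group. Near A1cf, which rose with Esr1, 2 of 31 genes tested within 3 Mb had an adjusted p under 0.05, Pank1 and Prkg1 (Fisher's exact test, two-sided, p 0.131), so whether the surrounding genome differs cannot be told apart from chance with so few genes.

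Other sources of group differences were weighed. Within 20 Mb of Cpt1b, 2 of 270 genes were called and 228 elsewhere (Fisher's exact test p 0.184), which argues against flanking genome as the source of most calls. Nnt, which differs between C57BL/6 substrains, had a log2 fold change of -0.12, with overlapping libraries. Ddx3y was at 572 or more in each library and Xist at 54 or less, so sex did not differ. After removing trends on length and GC content, 212 of the 230 genes were still called. Unspliced RNA may differ: 506 intronic features shifted by -0.05 against protein-coding genes, and libraries of one group differed by more than this, so the test leaves it open.

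Non-myocyte markers varied within groups. Of 29 markers tested, 27 were lower in Cpt1biKO, with a median log2 fold change of -0.44 and 1 adjusted call (Abcc9, which did not pass under plain moderation). Abcc9, listed as a mural marker, averaged 3577 normalized counts in Ctrl, near Mylk3 of the contraction list at 3388. Its reads may therefore come from cardiomyocytes, and its fall is not evidence on non-myocyte cells. Abcc9 also entered the mural score, the combined score and the term below. The list medians were -0.07 for fibroblasts, -0.44 for endothelial cells, -0.58 for macrophages and -0.75 for mural cells. The combined score was 0.78, 0.27 and -0.43 in Ctrl replicates 1 to 3. In Cpt1biKO replicates 1 to 3 it was 0.52, -1.10 and -0.03, so the groups overlapped. The scores alone therefore cannot tell more non-myocyte cells in one group apart from the cell cycle result. Lower markers are the opposite of what more such cells in Cpt1biKO would give. With the term for non-myocyte markers the cell cycle median was 0.12, against 0.07 in the main fit. Its called members were 2 against 0, and 3 against 4 when adjusted over the list alone. The list did not pass in either fit (camera adjusted p 0.211 and 0.171). The term thus did not lower the median. Across the 6 libraries the endothelial, fibroblast and mural scores rose and fell together (3 relations, Pearson r 0.92, 0.98 and 0.87; exact permutation adjusted p 0.0208, 0.00833 and 0.0236; Spearman rho 0.89, 0.94 and 0.71). The exact permutation p of the rho of 0.71 was 0.136. Without the 2 farthest libraries r was 0.62, 0.97 and 0.88. A differing share of non-myocyte cells may therefore account for part of the spread between libraries, and a term for it raised the calls to 312. The single erythroid marker tested, Alas2, had a log2 fold change of -1.27, and the sex list a median of 0.06.

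Atrial tissue could raise Nppa, but the 5 atrial markers tested had a median log2 fold change of -0.73 with overlapping libraries, which leaves this open. The atrial score was -0.26, 0.43 and 0.80 in Ctrl replicates 1 to 3. In Cpt1biKO replicates 1 to 3 it was 0.46, 0.16 and -1.59. The highest scores were thus in Ctrl replicate 3 and Cpt1biKO replicate 1, which also had the highest Nppa of their groups. Ctrl replicate 2 scored nearly as high as the latter with low Nppa. Ctrl replicate 3 had the highest Acta1, Nppa and Nppb of the controls. Without it the larger adjusted p of Acta1 and Nppa was 0.0656. That library was singled out from the values of these same genes, so the fit without it may not be taken as evidence of a rise.

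The fatty acid list rose by 0.34 more (difference of medians, log2) than 41 genes of the Krebs cycle and branched chain lists (100000 permutations of membership, p 1.0e-05, the smallest they can give; genes are not independent). The fatty acid list also holds genes for proteins outside mitochondria, such as Angptl4 and Cd36. The difference therefore cannot decide whether a general rise of transcripts for mitochondrial proteins is the source.

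Arntl, a clock gene outside the naming rule that was singled out after its values were seen, fell from 58, 35 and 50 to 7, 11 and 5 normalized counts (log2 fold change -2.52, limma adjusted p 0.00545). Collection at another time of day may be involved, but the 6 opposite-phase genes had a median of 0.19, 5 higher, while Nr1d1 had -1.01, and Npas2 had -0.27. Collection times are not analysed here, so this stays open. Reads of Arntl lost by the authors' counting could not be assessed: 0 overlapping genes were tested.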
